# MicroRNA-mediated gene regulation plays a minor role in the transcriptomic plasticity of cold-acclimated Zebrafish brain tissue

**DOI:** 10.1186/1471-2164-12-605

**Published:** 2011-12-14

**Authors:** Ruolin Yang, Zhonghua Dai, Shue Chen, Liangbiao Chen

## Abstract

**Background:**

MicroRNAs (miRNAs) play important roles in regulating the expression of protein-coding genes by directing the degradation and/or repression of the translation of gene transcripts. Growing evidence shows that miRNAs are indispensable player in organismal development with its regulatory role in the growth and differentiation of cell lineages. However, the roles of miRNA-mediated regulation in environmental adaptation of organisms are largely unknown. To examine this potential regulatory capability, we characterized microRNAomes from the brain of zebrafish raised under normal (28°C) and cold-acclimated (10°C, 10 days) conditions using Solexa sequencing. We then examined the expression pattern of the protein-coding genes under these two conditions with Affymetrix Zebrafish Genome Array profiling. The potential roles of the microRNAome in the transcriptomic cold regulation in the zebrafish brain were investigated by various statistical analyses.

**Results:**

Among the total 214 unique, mature zebrafish miRNAs deposited on the miRBase website (release 16), 175 were recovered in this study. In addition, we identified 399 novel, mature miRNAs using multiple miRNA prediction methods. We defined a set of 25 miRNAs differentially expressed under the cold and normal conditions and predicted the molecular functions and biological processes that they involve through Gene Ontology (GO) annotation of their target genes. On the other hand, microarray analysis showed that genes related to mRNA processing and response to stress were overrepresented among the up-regulated genes in cold-stress, but are not directly corresponding to any of the GO molecular functions and biological processes predicted from the differential miRNAs. Using several statistical models including a novel, network-based approach, we found that miRNAs identified in this study, either individually or together, and either directly or indirectly (i.e., mediated by transcription factors), only make minor contribution to the change in gene expression patterns under the low-temperature condition.

**Conclusions:**

Our results suggest that the cold-stress response of mRNA expression may be governed mainly through regulatory modes other than miRNA-mediated regulation. MiRNAs in animal brains might act more as developmental regulators than thermal adaptability regulators.

## Background

MicroRNAs (miRNAs) are a class of ~22 nt, non-coding RNAs present in plants and animals that play important roles in regulating gene expression by directing translational repression and/or mRNA destabilization [1-3]. Recognition and interaction between miRNA and mRNA take effect only if the 5' end seed (6-8 nt) of the miRNA is complementary to the 3' UTR site of the mRNA. A miRNA typically targets multiple, even hundreds of, genes [4], which makes miRNAs potentially global regulators responsible for spatio-temporal gene expression patterns.

Like *let-7 *[5,6], some miRNAs are highly conserved throughout evolution and participate in pivotal biological processes [7]. Lineage- or species-specific miRNAs may contribute to the uniqueness of organisms [8,9]. With recent advancements in miRNA microarrays and next-generation sequencing, miRNA expression profiles of many species are being generated at a rapid pace. These profiles are invaluable resources for better understanding gene expression dynamics [10-16]. Some miRNAs have been well characterized and have been shown to have important functions in normal development [17-21]. The deficient expression of some miRNAs also presents severe phenotypic abnormalities [22,23]. The role of miRNAs in responses to cellular and environmental stress has been discovered in a variety of organisms [24-28]. A few of these miRNAs have been characterized as key regulators of the stress response [25]. For example, miR-8 family miRNAs were shown to be indispensable in the response of zebrafish embryos to osmotic stress [29]. Despite this progress, most studies to date have only examined miRNAs' functions at individual level. The global contributions of microRNAomes (miRNAomes) to environmental adaptations remain largely unexplored.

The zebrafish, an important model organism, is an eurythermal fish with temperature tolerance ranging from approximately 7°C to 40°C [30], making it a useful experimental subject for exploring the molecular mechanisms underpinning thermal responses. Almost all of the previous work on the molecular underpinnings of thermal responses has focused on the fluctuated expression of protein-coding genes in response to warm or cold acclimation [31,32]. Many miRNAs have been discovered in zebrafish [33,34], and their expression profiles [35] and functions in developmental regulation have been studied [36]. Our goal was to determine how the zebrafish miRNAome responds to thermal acclimation and to assess the roles of miRNAs in thermally challenged transcriptomic plasticity. Toward this end, we systematically characterized the miRNAomes of zebrafish brains under normal and cold-acclimated conditions using Solexa sequencing. We also identified genome-wide gene expression patterns under each of these conditions using microarray profiling. We then examined the potential links between the changes in miRNA levels and the transcriptomic shifts and found that miRNAs may play minor roles in transcriptomic plasticity during cold acclimation in the zebrafish brain.

## Results

### Deep sequencing of the zebrafish brain small RNA and miRNA prediction

Total RNAs from brain of cold-treated (10°C, 10 days) and normal control (28°C) zebrafish were extracted and electrophoresed to enrich the 18-30 nt small RNAs and then subjected to Solexa sequencing. The numbers of high-quality reads were 9,615,499 and 14,399,653 for the normal control (NC) and cold-acclimated (WC) RNA libraries, respectively. The length distributions of the sequence reads from the two samples both peaked at 22 nt, conforming to size distribution patterns characteristic of miRNA libraries (Figure 1). After filtering short (<18 nt) and adaptor-contaminated reads, we obtained 6,473,829 (NC) and 10,799,032 (WC) redundant reads that corresponded to 349,107 (NC) and 350,474 (WC) unique reads.

**Figure 1:**
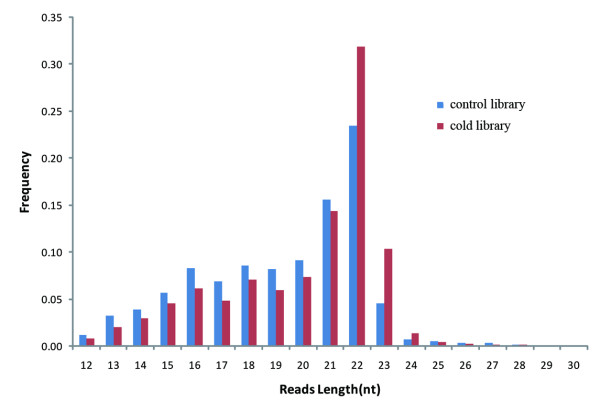
**Length distribution of the high-quality reads in the 10-30 nt range**.

We ran the SOAP2 program [37] to map the unique reads to the zebrafish genome (Danio_rerio.Zv8.56.dna.toplevel.fa.gz). Stem-loop structures were predicted from the putative miRNA precursor sequences using MIREAP (https://sourceforge.net/projects/mireap/). Overall, we identified 602 stem-loop precursors that coded for 700 miRNAs. Among them, 175 were previously known miRNAs [38], constituting over 80% of the unique miRNAs (214) deposited in the miRBase database (release 16). 525 are newly identified miRNAs (Additional file 1). To cross-validate these newly identified miRNAs, we adopted another miRNA prediction software, miRDeep [39] by invoking the quantifier.pl script (using default parameters except that -g was set to 0) in the software package. Results showed that the miRNA prediction outcomes are almost the same, independent of the prediction methods used and the miRNA expression levels are also highly consistent between the two methods (Additional files 2, 3 and 4). To further evaluate the accuracy of miRNA prediction, we examined the predicted miRNAs with a higher stringency by adding another two criteria: 1) they cannot be exon-derived (a recent study by Stark *et al. *[40] suggested that miRNAs lie almost exclusively in the introns and intergenic regions of fruit flies); 2) their precursors need to be recognized as genuine stem-loop structures by the MiPred [41] software. Consequently, the number of newly identified miRNAs in our dataset was reduced from 525 to 399 (See Additional file 1). However, MiPred does not ensure 100% accuracy in determining the authenticity of miRNAs. For instance, 5 of the 175 well-known zebrafish miRNAs were incorrectly assigned in this prediction. In addition, "exon-derived" miRNAs are possible to exist if the relevant exons do not code for proteins or are transcribed under alternative promoters or from alternative strand. Therefore, the number of authentic miRNAs in the zebrafish brain is very likely higher than 574 (i.e., 175+399). To verify the authenticity of the newly identified miRNAs, we selected 13 miRNAs expressed at various levels to perform RT-PCR. All of them can be successfully amplified (Additional file 5). Cloning and sequencing of the PCR products confirmed that they are in correct forms. These results showed that the newly identified miRNAs are very likely true miRNAs. Remarkably, the newly identified miRNAs are expressed at substantially lower levels than previously known miRNAs (Figure 2). This may partially explain why the new miRNAs were missed by traditional cloning and sequencing methods.

**Figure 2:**
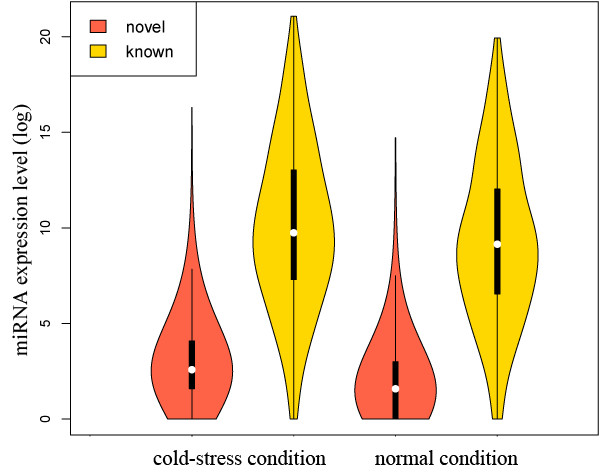
**Violin plot showing the expression levels of novel-identified and known miRNAs**. The violin plot combines box plot and kernel density trace to describe the distribution pattern of a vector of data. The four violin plots were drawn according to the expression levels of 525 newly identified and 175 known miRNAs under the normal and cold-acclimated condition, respectively. Note that if the expression level of a miRNA was 0 under certain condition, we assigned it to 1 in order to make the log-transfer of the raw data.

Solexa sequencing are known for its short reads, and errors can be pervasive in short-read sequencing [42]. To address this concern, we clustered the raw reads using the FreClu software [43], which takes the read count into consideration. The results showed that this clustering process can improve the accuracy of short reads mapping (Table 1). However, it did not improve the data quality of the predicted miRNAs (Additional file 6). Hence, we performed all of the follow-up analyses of the miRNAs identified using the original reads.

**Table 1:** SOAP mapping results of reads with or without clustering.

		Before Clustering				After Clustering			
		**unique**	**%**	**redundant**	**%**	**unique**	**%**	**redundant**	**%**
**NC**	**# reads**	349107	-	6473829	-	255724	-	6473829	-
	**# matched**	102810	29.45	5016748	77.49	99235	38.81	5206070	80.42
**WC**	**# reads**	350474	-	10799032	-	287325	-	10799032	-
	**# matched**	153533	43.81	8680394	80.38	151896	52.86	8861106	82.05

WC: cold-acclimated condition; NC: normal condition.

### The miRNA expression profile in cold acclimation

Based on normalized read counts of each miRNA in the control and cold libraries, we deduced the expression changes of the brain miRNAome in response to cold acclimation. Because low-expressed sequences have more noise than high-expressed sequences, Koh *et al. *proposed an adaptive thresholding method using Kolomogorov-Smirnov statistics to determine the threshold value for identifying significant miRNAs [44]. We observed a similar pattern in the present study. The less abundant miRNAs showed a greater divergence than the more abundant miRNAs (Figure 3). We hypothesized that the low-expressed miRNAs showing greater divergence likely have more noise than the high-expressed ones and that the high-expressed miRNAs have a high probability of playing an important biological role. We borrowed the concept of Koh *et al. *to define miRNAs differentially expressed under the normal and cold conditions as the ones that have a greater than 2-fold change between the two libraries and a mean expression level greater than 64. As a result, we found 11 up-regulated and 15 down-regulated miRNAs in the cold library; a majority of them are known miRNAs (Table 2).

**Table 2:** Differentially expressed miRNAs of zebrafish brain under cold-acclimated and normal conditions.

miRNA name	Genome coordinate	miRNA sequence	# WC	# NC	Fold△
**dre-mir-9-5-3p**	5:49144568:49144646:-	UAAAGCUAGAUAACCGAAAGU	37364	2559	7.377 (↑)
**dre-mir-30d-5p**	16:23860143:23860227:+	UGUAAACAUCCCCGACUGGAAGCU	19903	3770	2.667 (↑)
**miR_49**	4:52193679:52193757:+	UUCACUGUGGCGGAAAUGACC	146	31	2.380 (↑)
**miR_46**	21:25385786:25385876:+	AAGAGAAGAGUGAGCGAGUGA	149	32	2.352 (↑)
**dre-mir-30e-2-5p**	13:28550257:28550337:+	UGUAAACAUCCUUGACUGGAAGC	2856	617	2.339 (↑)
**dre-mir-24-4-3p**	22:5036700:5036779:+	UGGCUCAGUUCAGCAGGAACAG	652	142	2.320 (↑)
**dre-mir-2191-3p**	20:51108008:51108091:+	UCACACCUACAAUCCCUGGCA	435	99	2.221 (↑)
**dre-mir-146a-5p**	13:11738901:11738980:+	UGAGAACUGAAUUCCAUAGAUGG	42728	10063	2.145 (↑)
**miR_48**	24:36888097:36888173:+	UGAGGAGUUUAGAGCAAGUAA	129	31	2.102 (↑)
**miR_23**	5:8733083:8733158:-	AGCUGGUGUCCUGCAGAGUUU	345	85	2.051 (↑)
**dre-mir-455-5p**	5:66430757:66430834:-	UAUGUGCCCUUGGACUACAUC	168	42	2.021 (↑)
**dre-mir-30b-3p**	16:23860432:23860510:+	CUGGGCGGAGGGUGUUUGCU	456	462	2.006 (↓)
**dre-mir-145-5p**	14:40451735:40451816:+	GUCCAGUUUUCCCAGGAAUCCC	104	106	2.017 (↓)
**dre-mir-129-1-3p**	4:18861279:18861364:-	AAGCCCUUACCCCAAAAAGUAU	643	697	2.145 (↓)
**dre-mir-133a-2-3p**	23:5570884:5570961:-	UUGGUCCCCUUCAACCAGCU	117	130	2.199 (↓)
**miR_13**	5:6754333:6754409:+	UGUGGUGAUUAGAACAGGCUGA	159	181	2.253 (↓)
**miR_3**	Zv8_NA10078:51197:51280:-	AUGACUCAAACCCGAGGACUU	1279	1618	2.504 (↓)
**dre-mir-92a-1-3p**	8:45338553:45338629:+	UAUUGCACUUGUCCCGGCCU	9007	11736	2.579 (↓)
**dre-mir-458-3p**	14:26650559:26650634:-	AUAGCUCUUUGAAUGGUACU	17139	22528	2.601 (↓)
**dre-mir-129-2-3p**	7:50935695:50935777:-	AAGCCCUUACCCCAAAAAGCAU	7747	10824	2.766 (↓)
**dre-mir-152-3p**	3:21062159:21062235:+	UCAGUGCAUGACAGAACUUUG	2271	3467	3.021 (↓)
**dre-mir-183-5p**	4:14884980:14885059:+	UAUGGCACUGGUAGAAUUCACU	182	303	3.294 (↓)
**miR_5**	Zv8_NA3780:11797:11893:+	GCAUUGGUGGUUCAGUGGGA	698	1247	3.536 (↓)
**dre-mir-182-5p**	4:14886067:14886150:+	UUUGGCAAUGGUAGAACUCACA	151	365	4.783 (↓)
**miR_8**	2:35918353:35918422:+	AGCGGAUCAACUGAUGCGAC	98	394	7.956 (↓)

#WC: the number of miRNAs in the cold library; #NC: the number of miRNAs in the normal library; Fold△: normalized fold change of miRNAs in the normal over the cold library. ↑(↓) denotes the up(down)-regulation.

**Figure 3:**
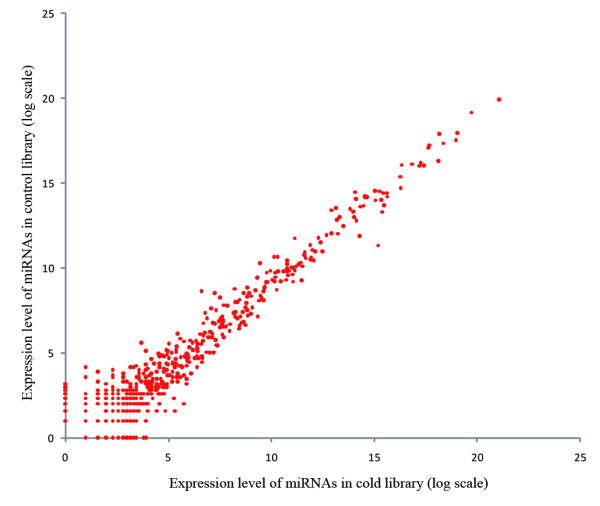
**Scatter plot showing the miRNA expression levels of the zebrafish cold and normal brain libraries**. The plot indicates much more expression noise of lowly expressed miRNAs than that of highly expressed ones. Hence, to define biologically significant miRNAs, we screened the differential genes from those with mean expression level greater than 64.

To reveal which biological processes might be regulated by the changed miRNAome, we predicted the target genes of the differential miRNAs using PITA [45]. We then projected the functions of these differential miRNAs onto the overrepresented Gene Ontology (GO) terms of their targets using the GO:TermFinder package [46] with a corrected p value of ≤0.05 as a cutoff. In total, we found 4 (dre-mir-30d-5p, dre-mir-182-5p, dre-mir-458-3p, and miR_8) and 5 miRNAs (miR_46, dre-mir-133a-2-3p, dre-mir-146a-5p, dre-mir-183-5p, and miR_8) with overrepresented biological process and molecular function GO terms, respectively (Table 3). In addition, we assembled all target genes of the up-regulated and down-regulated miRNAs and examined whether any overrepresented functions would emerge. Our results showed that genes related to "purine nucleotide binding" and "nucleotide binding" were enriched in the targets of up-regulated miRNAs.

**Table 3:** Differentially expressed miRNAs and their functions.

miRNA name	Fold△	Molecular Function	Biological process
**dre-mir-30d-5p**	2.667 (↑)	ND	Phosphoinositide metabolic process
**miR_46**	2.352 (↑)	ribonucleotide binding, ATP binding	ND
**dre-mir-146a-5p**	2.145 (↑)	protein tyrosine/serine/threonine phosphatase activity	ND
**dre-mir-182-5p**	4.783 (↓)	ND	glucose metabolic process
**dre-mir-458-3p**	2.601 (↓)	ND	regulation of developmental process
**miR_8**	7.956 (↓)	aminoacyl-tRNA ligase activity	tRNA aminoacylation for protein translation
**dre-mir-133a-2-3p**	2.199 (↓)	receptor signaling protein activity	ND
**dre-mir-183-5p**	3.294 (↓)	cytoskeletal protein binding	ND

ND: Not determined. Fold△: fold change of miRNAs in the cold over the normal library. ↑(↓) denotes the up(down)-regulation.

### Gene expression profiling and differentially expressed genes

Gene transcription changes between the cold-acclimated and normal samples were obtained by microarray-based hybridization using three sets of RNA samples prepared from fishes of three acclimation experiments. 

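Brain RNA from zebrafish kept at 28°C (normal) and from zebrafish held at 10°C for 10 days (cold-acclimated) was hybridized to 1-colour Affymetrix Zebrafish Genome Arrays. Each array was hybridized with RNA pooled from several brains. Values of 4 arrays were analysed, 2 labelled normal and 2 labelled cold-acclimated, and a further pair of RNA samples was not analysed here. The arrays are called normal 1, cold 1, normal 2 and cold 2 by their labels, and arrays with the same number are called a set. Which of the acclimation experiments each set came from is not given in the sources used here. The authors deposited a linear signal (intensity) for 15617 probe sets per array, made with MAS5. The median signal was 95.9 on normal 1, 100.4 on cold 1, 102 on normal 2 and 98.7 on cold 2, and the means trimmed by 2% at each end lay between 242 and 255, so the arrays were not scaled further. Signals were taken to log2, 15502 probe sets remained after control probe sets were left out, and the 9301 probe sets with a mean log2 signal at or above the 40th percentile were tested with limma. Across these probe sets, normal 1 and normal 2 differed by at least 2-fold at 1414 probe sets and cold 1 and cold 2 at 1105. The array labelled cold 1 differed by at least 2-fold from normal 2 at 260 probe sets, and normal 1 from cold 2 at 675. Arrays with the same label thus stood farther apart than arrays with different labels and different numbers. The labels were kept as given, every direction below is that of the labels, and the signal of each array is printed beside it. With 2 arrays per condition, their number limits the precision of every value.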

The gene expression level was measured as the intensity of probe sets on an Affymetrix microarray. After filtering the probe sets and retrieving the map relationship between the probe sets and the genes, we obtained gene expression profile recordings of 7356 protein-coding genes. 

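Of the 15502 probe sets, 10795 were paired with 1 gene symbol by the platform annotation, 135 with several symbols and 4572 with none. These 10795 probe sets covered 8793 gene symbols. The genes included cirbp, which encodes a cold-inducible RNA-binding protein, hspd1, which encodes the mitochondrial chaperonin, pcna, the sliding clamp of DNA replication, and gap43, a protein of growing axons, all but cirbp chosen after their values were seen. After the filter on low signal, 5982 genes were left with 1 probe set each, the one with the highest mean signal. The paper's filter is not described in the paper's text, so the genes kept here need not be the paper's 7356.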

The differential genes were determined using a two-class, unpaired comparison in the SAM (version 3.0) program [47]. 

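The 626 genes of the paper's Table S2, of which 315 are raised and 311 lowered in cold in that table, were followed on each array. In set 2, the array labelled cold 2 over normal 2 had the direction of Table S2 at all 626 genes. In set 1, the array labelled cold 1 over normal 1 had the opposite direction at all 626 genes. The genes raised in Table S2 had a median log2 ratio of 0.74 in set 2 and of -0.81 in set 1, and the lowered genes had medians of -0.72 and 0.98. The nucleolar protein gene npm1a, chosen after its values were seen, had signals of 2114 on normal 1, 526 on cold 1, 385 on normal 2 and 1482 on cold 2. The red-cell anion exchanger gene slc4a1a, chosen in the same way, had signals of 141, 603, 587 and 60.7 on these arrays. Across the 626 genes, which are not independent replicates and were chosen by the study, the log2 ratio had Pearson's r of 0.98 with the paper's log2 fold change in set 2 and of -0.98 in set 1.

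**Figure D1:**
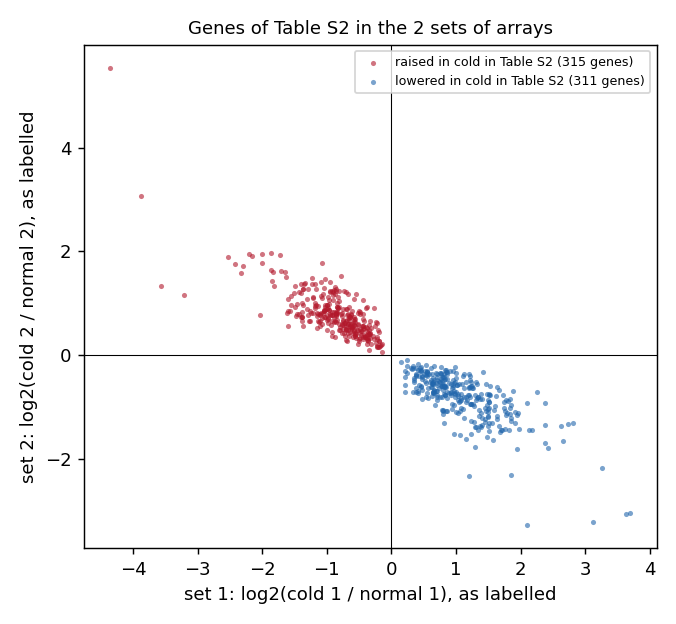
Log2 ratios of the array labelled cold over the array labelled normal for the 626 genes of Table S2, with set 1 on the horizontal axis and set 2 on the vertical axis. Each point is a gene, red where Table S2 lists it as raised (315) and blue where it lists it as lowered (311). All red points lie at upper left and all blue points at lower right.

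With the labels as given, 0 probe sets were higher and 0 were lower in the cold-acclimated samples at an adjusted p under 0.05 from limma, among 9301 tested. At an unadjusted p under 0.05, 18 were higher and 28 lower, against 465 expected by chance. A two-class unpaired SAM statistic at an estimated false discovery rate of 5% also called 0. In simulated arrays with the spread between arrays of the same label, as smoothed by limma, the fit over 9301 probe sets recovered 10% of 50 probe sets changed by a log2 value of 1. It recovered 78% of 50 changed by a log2 value of 2. Larger changes were present in the same simulated arrays, which eases the threshold, and noise was independent between probe sets. These shares are therefore not the power of the labelled comparison.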

Using a 5% false discovery rate (FDR) cut-off, we found that 311 genes were down-regulated and 315 genes were up-regulated in the cold-acclimated samples (Additional file 7). There were 127 and 85 genes with more than 2-fold changes in mRNA abundance that were down- and up-regulated, respectively.

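Among the 315 genes that Table S2 lists as raised, 72 had a signal at least 2-fold higher on cold 2 than on normal 2, and 103 had a signal at least 2-fold lower on cold 1 than on normal 1. Among the 311 genes listed as lowered, 85 were at least 2-fold lower on cold 2 than on normal 2, and 152 were at least 2-fold higher on cold 1 than on normal 1. The splicing factor gene prpf31 had signals of 955 on normal 1, 166 on cold 1, 167 on normal 2 and 620 on cold 2. The glutathione peroxidase gene gpx1b had 594, 134, 129 and 483, and the beta-globin gene hbba2 had 1253, 2867, 3930 and 784. These genes were chosen after their values were seen. Over all 9301 probe sets, 207 were at least 2-fold higher and 372 at least 2-fold lower on cold 2 than on normal 2, and 818 were at least 2-fold higher and 477 lower on cold 1 than on normal 1. No probe set of the labelled comparison passed an adjusted p of 0.05 from limma with a fold change of 2 in either direction.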

We then investigated the functional enrichment of these differential genes using the GO:TermFinder package [46]. As shown in Table 4, under cold stress, the genes with a functional annotation related to "mRNA processing" were enriched in the up-regulated differential genes, and genes associated with "cellular macromolecular complex subunit organization" were overrepresented in the down-regulated genes. 

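Genes of the spliceosome core, like those of several other lists, stood apart from other genes within each set, in opposite directions. Of 75 measured genes of the spliceosome core, 10 had a signal at least 2-fold higher and 0 at least 2-fold lower on cold 2 than on normal 2, while 1 was at least 2-fold higher and 16 lower on cold 1 than on normal 1. The Sm protein gene snrpb, for example, had signals of 3367 on normal 1, 1454 on cold 1, 1289 on normal 2 and 3681 on cold 2, and sf3b4 of the U2 particle had 304, 165, 130 and 313. The median log2 ratio of the list was 0.51 in set 2, above 100.0% of 10000 random lists matched on size and mean signal, and -0.54 in set 1, below all of them. The proteasome and ribosome biogenesis lay as far out (percentiles 0.0 in set 1 and 100.0 in set 2 for each). Oxidative phosphorylation did so in the reverse order (99.96 and 0.0). The random lists are of genes drawn singly, so they leave out the correlation among members of a list. The SR proteins, which bind exonic splicing enhancers, went both ways: srsf2a had signals of 1785, 1023, 695 and 1640, whereas tra2b had 342, 1176, 665 and 300. Of the hnRNP genes, hnrnpl2 had 1947, 1107, 1106 and 2094, and hnrnpc had 162, 380, 285 and 190. These members were chosen after their values were seen. The medians of the other lists of mRNA processing had the signs of the spliceosome core and were smaller: -0.16 in set 1 and 0.24 in set 2 for 23 hnRNP genes (percentiles 6.28 and 96.7 of random lists), -0.26 and 0.20 for 18 SR genes (4.16 and 87.2), and -0.23 and 0.09 for 27 genes of 3′ end processing and export (1.57 and 76.9). Against these signs, 4 hnRNP genes and 3 SR genes were at least 2-fold higher on cold 1 than on normal 1, and 0 were lower by that much.
The overlap of gene lists with the paper's Table S2 was counted among the 5982 genes kept by the filter. The table was made by the study and had been read when the lists were written, so the overlaps are not independent evidence of a direction. The tests of overlap, and a list that pools the 4 lists of mRNA processing, were not planned before the data were examined. Fisher's exact test takes genes as independent draws and was not matched on signal, so its p-values leave out the correlation among members of a list. Of 143 measured genes in the pooled list, 22 are raised in Table S2 (odds ratio 4.05, adjusted p = 1.6e-05 from Fisher's exact test over 39 lists). In the same list 7 are lowered (odds ratio 1.22, adjusted p = 0.87). The 4 lists are also among the 39, so these tests share members. By list, 11 of 75 spliceosome core genes are raised (adjusted p = 0.0052 from the same test) and 1 is lowered. Of 23 hnRNP genes, 5 are raised (adjusted p = 0.025) and 1 is lowered. Of 18 SR genes, 4 are raised (adjusted p = 0.030) and 3 lowered. Of 27 genes of 3′ end processing and export, 2 are raised (adjusted p = 0.68) and 2 lowered. Heat shock proteins and chaperones had 12 of 58 members among the raised genes (adjusted p = 0.00017 from the same test), such as hspd1 and cct5, a subunit of the cytosolic chaperonin. Ribosome biogenesis had 10 of 55 (adjusted p = 0.0020), such as the GTPase gene gtpbp4. Among the lowered genes, red blood cell markers had 5 of 13 members (adjusted p = 0.0036), such as alas2 of heme synthesis, and fatty acid oxidation had 6 of 22 (adjusted p = 0.0036), such as eci2 and decr1. Tubulins, subunits of microtubules, had 3 of 16 members among the raised and 3 among the lowered genes (adjusted p = 0.094 and 0.25). The tubulin gene tuba8l4 had signals of 9489, 4665, 5407 and 9905, and tubb5 had 645, 1813, 1613 and 630. The genes named as members were chosen after their values were seen. Of 6 measured histone genes, 1 is lowered and 0 are raised in the table.
With the labels as given, camera gave an adjusted p of 0.59 for the spliceosome core, and the sets oppose each other. With an estimated correlation the adjusted p was 0.99. From the enriched annotations of its differential genes, the paper states that mRNA processing was enriched among the raised genes and macromolecular complex organization among the lowered ones.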

An interesting observation here is that the identified molecular functions and biological processes changes in the cold-acclimated zebrafish brain bear no apparent overlap with those predicted from the potential targets of the differential miRNAs (see Table 3), suggesting the role of miRNAs might be minor in the transcriptomic changes in cold stress. We thus examined the possible regulation roles of the microRNAome in cold adaptation by other statistical approaches.

**Table 4:** Functional enrichment of differentially expressed mRNAs.

Category	# genes	Molecular Function	Biological process
**Up-regulated**	315	nucleotide binding	mRNA processing
**Down-regulated**	311	ND	cellular macromolecular complex subunit organization
**Up-regulated & >2-fold change**	85	ND	response to stress response to temperature stimulus
**Down-regulated & >2-fold change**	127	dipeptidase activity oxidoreductase activity	cellular macromolecular complex assembly nucleosome assembly

# genes: the number of genes in the category; ND: not determined.

### Verification of the expression pattern of the protein-coding genes and miRNAs by quantitative RT-PCR (q RT-PCR)

The reliability of statistical analyses depends on the quality of the microarray and solexa profiling data. To evaluate the accuracy of the microarray screening and the miRNA profiling results, genes and miRNAs with change direction either down-regulated (*plp1b*, *h3f3c *and dre-mir-24-4-3p) or up-regulated (*emx2*, *ikzf5*, *dazap*, *mmp13*, *zgc:112425*, *taldo1*, and dre-mir-152-3p) were selected for quantitative RT-PCR verification. Q-PCR showed that the direction of expressional change for each selected gene correlated perfectly with the results of the microarray screening or solexa sequencing (Figure 4). 

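The 9 genes named in the paper had opposite directions in the 2 sets of arrays. The gene dazap2, which encodes a small proline-rich protein, had signals of 3136 on normal 1, 680 on cold 1, 793 on normal 2 and 3072 on cold 2. It was thus 3.87-fold the normal signal on cold 2 and 0.217-fold on cold 1. The transaldolase gene taldo1, of the pentose phosphate pathway, had signals of 1506, 1172, 1229 and 1541, or 1.25-fold on cold 2 and 0.778-fold on cold 1. With the labels as given, the log2 fold change was -0.13 for dazap2 (standard error 0.87, adjusted p = 1.00 from limma) and -0.02 for taldo1 (standard error 0.36, adjusted p = 1.00 from limma). Within set 2 the 7 genes listed as raised in cold in Table S2 (dazap2, mmp13a, ikzf5, emx2, taldo1, zgc:112425 and cirbp) were higher on the array labelled cold, and plp1b and h3f3c were lower. Within set 1 each of the 9 had the reverse order. Without normal 1 or without cold 1, dazap2 and taldo1 had a positive log2 fold change, and without normal 2 or cold 2 a negative one.

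**Figure D2:**
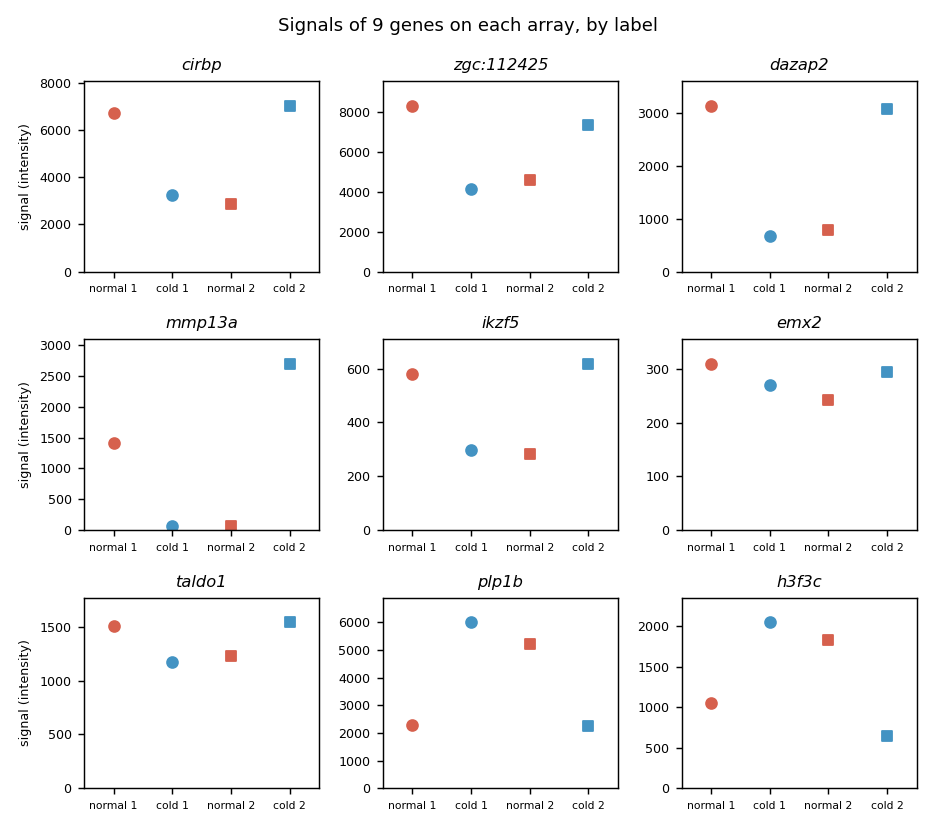
Signal (intensity, linear axis from 0) of 9 genes named in the paper on each of the 4 arrays, red for normal and blue for cold-acclimated by label, circles for set 1 and squares for set 2. Each point is 1 array, so there are no error bars. For the first 7 genes normal 1 and cold 2 are the highest, and for plp1b and h3f3c cold 1 and normal 2 are.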

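The gene mmp13a encodes a collagenase that cuts fibrillar collagen. Its signal was 1417 on normal 1, 69.4 on cold 1, 57.8 on normal 2 and 2691 on cold 2, which is 46.6-fold the normal signal on cold 2 and 0.049-fold on cold 1. The paper's Table S2 gives 39.2-fold. On cold 1 and normal 2 the signal lay below the median of all probe sets on those arrays, so the fold change rests on a low signal. The gene plp1b encodes a myelin proteolipid. Its signal was 2279, 5992, 5203 and 2259 on the same arrays, or 0.434-fold on cold 2 and 2.63-fold on cold 1. As labelled, the log2 fold change was 0.60 for mmp13a (standard error 1.96, adjusted p = 1.00 from limma) and 0.10 for plp1b (standard error 0.55, adjusted p = 1.00 from limma), within the spread between arrays of the same label. The signal of mmp9, a gelatinase gene chosen after its values were seen, was 230, 69.9, 70.2 and 400.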

Although the changed folds of expression in a few genes (*mmp13a*, *plp1b*) and the dre-mir-152-3p showed some discrepancy between the q-PCR results and the '-omic' (microarray and solexa sequencing) profiling data, the other genes/miRNAs are in good agreement. Since we evaluate only the direction of change of the genes and miRNAs when delineating the potential relationship between miRNA-mediated regulation and transcriptomic shifts (see later sections), the gene and miRNA expression profiles obtained from the '-omic' profiling approaches are generally useful for statistical analyses.

**Figure 4:**
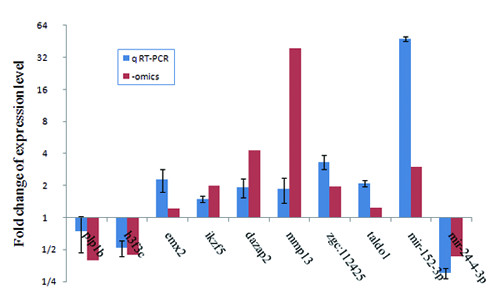
**Fold change of expression level for selected genes and miRNAs measured by q RT-PCR**. Quantitative RT-PCR shows that the direction of expressional change under the cold condition of the selected genes and miRNAs correlated nicely with the results obtained from the "-omics" data (Additional file 7 and Table 2).

### Statistical tests for the potential correlation between the expression levels of miRNAs and protein-coding genes

Mounting evidence has shown that miRNAs can orchestrate the expression of mRNAs and that the well-balanced interplay between the miRNAome and protein-coding gene expression plays a crucial role in an organism's development [48-50]. To investigate the influence of miRNAs on the global expression of protein-coding genes in cold stress, we adopted four different approaches. First, we estimated the effect of miRNAs on differentially regulated genes using Fisher's exact test. Using PITA target prediction methods, we obtained 18665 pairs of miRNA-target interactions in total. Our results showed only one miRNA (dre-mir-34-3p) with target genes overrepresented in the down-regulated gene set. No miRNAs showed targets enrichment or depletion in the up-regulated gene set (FDR < 5%). The miRNA dre-mir-34-3p was expressed at very low levels (29 in the cold library and 20 in the control library) in the brain and was not significantly different between the two conditions. We speculate that it is not probable that dre-mir-34-3p plays an important role in the changed gene expression patterns observed under cold stress. To address concerns over potential target prediction bias by PITA, we performed target prediction by miRanda software [51]. Under this methodology, we obtained 56670 pairs of miRNA-target interactions, which is about 3-fold of the number (18665) obtained by PITA prediction method. We then examined the composition of targets predicted by the two methods for each miRNA. Our results showed that 615 miRNAs shared at least one predicted target between PITA and miRanda; however, as a whole, the overlap is relatively low (Additional file 8, Table S3-S6). For example, among a group of 370 miRNAs for which each has more than ten targets by whatever target prediction methods, the median value of the proportion of overlap is only 0.396 (Additional file 9, Figure S3). In average, each miRNA targets ~80 protein-coding genes and each gene is likely to be regulated by 7-8 miRNAs in return. Based on these interaction data, our statistical analyses recaptured the fore-mentioned miRNA-mRNA interacting pattern, i.e., no miRNAs targeted over- or under-represented genes in either up- or down-regulated gene set.

Recently, Chen *et al. *[52] proposed a novel concept for the regulatory effect score (RE score) to measure the inhibition capability of a miRNA on its targets. In principle, the RE score is calculated as the average difference in expression levels between a target and a non-target group. By calculating the RE scores on the PITA and miRanda methodology, respectively, we checked whether some of the miRNAs would changed regulatory effects on their targets between the two conditions. Consistent with previous results, we again found that no miRNAs exhibited a significant change in their regulatory effect after correcting the raw t-test p-values by the multiple hypothesis test (FDR < 0.05) whatever the target prediction method was used. Taken together, our results indicate that individual miRNAs are unlikely to be major factors leading to the changed transcriptomic phenotype of zebrafish brain under cold stress.

To further reduce the concerns over target-prediction bias induced errors, we applied the Sylamer algorithm [53] to re-examine the potential relationship between the miRNAome and transcriptome under cold acclimation. We sorted the protein-coding genes from the most significantly up-regulated to the most down-regulated. We then calculated the distribution of the enrichment/depletion of words in the 3' UTR sequences that could be complementary to the seed sequences of miRNAs. Since positions 1-7 and 2-8 of the 5' end of a mature miRNA are the most important sequences for target recognition [54], we took the 7 nt region as a miRNA seed in this study and examined whether some over- or under-represented words corresponded to certain miRNAs.

As shown in Figure 5, there are no obvious peaks in the region containing the most down-regulated genes, suggesting that the analysis failed to identify any miRNAs being the major and direct factors contribute to the decreased expression levels of the down-regulated gene sets; on the other hand, few than ten words seem to be overrepresented in the 3' UTR regions of the up-regulated genes. The three most overrepresented words are TAATAGA (P = 3.86 × 10^-10^), GCGAATT (P = 1.58 × 10^-9^) and GTTCACG (P = 4.58 × 10^-9^). However, these words are not complementary to any seed region of the profiled zebrafish miRNAs. We then examined the composition of the top 10 most enriched words and found only one, GCTAGTT (P = 5.53 × 10^-8^), that was complementary to the seed region of the newly identified miR_381 (**AACTAGC**AGCTGTTGACATCCA). However, this miRNA was hardly expressed in the brain (1 in the control library and 4 in the cold library), suggesting that it was unlikely to be the major factor responsible for the changed gene expression patterns observed.

**Figure 5:**
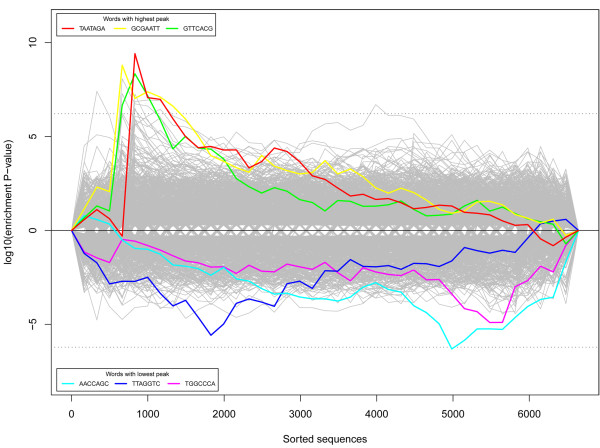
**The word enrichment and depletion pattern in mRNA 3' UTR**. Genes are sorted by their expression divergence between normal and cold-acclimated zebrafish (from the most up-regulated to the most down-regulated). Probability values with a plus-sign are enriched; those with a minus-sign are depleted.

To systematically investigate the extent to which miRNAome-mediated regulation could have influenced the transcriptome under cold-acclimation, we designed a novel, network-based methodology to parse the subtle regulatory effects of a group of miRNAs on a group of protein-coding genes at the system level. Based on the predicted miRNA-target relationship predicted from the PITA method, we first built a miRNA-mRNA network of 32 differential miRNAs and 626 mRNAs (311 down-regulated and 325 up-regulated). The miRNA-target relationship showed that the majority of the differential gene transcripts do not possess any potential targeting sites in the 3' UTRs that correspond to the differentiated miRNAs. In addition, approximately half of the differential miRNAs do not target any genes in the differentiated gene list. The resultant miRNA-mRNA network involved only 97 nodes (82 mRNAs and 15 miRNAs) and 97 edges when the isolated nodes were separated. As seen in Figure 6, the miRNA-mRNA interaction networks are composed of six unconnected components. One component contains 60 of the 97 nodes, whereas the others are formed by only 1 or 2 miRNAs situated in the network center. The node with the highest number of edges is the up-regulated miRNA miR_46 that was predicted to target 18 (11 up-regulated and 7 down-regulated) gene transcripts. Among the 82 miRNA-targeted differentially expressed genes, over four-fifths (67/82) are predicted to be targeted by only 1 miRNA and one-fifth by 2 or more. We then computed the "regulatory density" (RD) of the network by formula (1) (see Methods). We developed this formula and define it as a proxy for the regulatory potential of a group of miRNAs upon gene transcripts by calculating the proportion of coherent over incoherent regulatory links within a miRNA-mRNA network. Our analysis showed that the observed RD was 0.1134. However, the values of the 95th- and 99th-quantiles were 0.1546 and 0.1959, respectively, for the 1000 cohorts of random networks that were constructed by shuffling the original miRNA-mRNA network while maintaining the degree distribution. We further analyzed the topologic property of a similar network derived by using the miRanda prediction data. The produced miRNA-mRNA network consisted of 203 edges that link 25 and 161 differential miRNAs and protein-coding genes, respectively. As seen in Additional file 10, a majority of the mRNAs are targeted by a few miRNAs; and only a few miRNAs have >5 target genes. Calculation showed that the RD score of this network is 0.0148, again not significantly greater than random expectation (empirical P-value: 0.269). Taken together, results from all the above statistical analyses suggested that the miRNAome is unlikely to be the major regulatory component responsible for the changed expression profiles of the protein-coding genes under cold stress.

**Figure 6:**
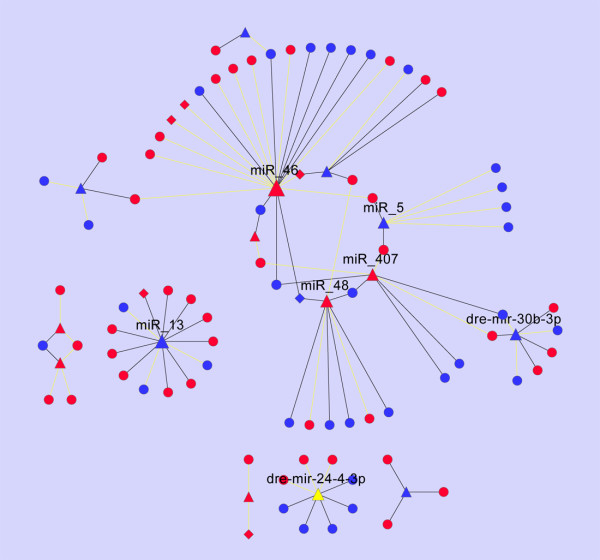
**Graphic illustration of the regulatory relationship between the differential miRNAs and mRNAs predicted by PITA**. Triangles, circles and diamonds denote miRNAs, non-TF genes and TF genes, respectively. The nodes in red and blue denote up- and down-regulated miRNAs or mRNAs, respectively. The edges in dark and yellow denote coherent and incoherent regulation, respectively. The size of a node is proportional to the number of its partners. Of nodes with degree > 5, the associated name is shown.

Mathematical models [55] and statistical associations [56,57] have shown that miRNAs frequently intertwine with transcription factors (TFs) in regulatory circuits and play essential roles in signal transduction. Recently, Tu *et al*. [58] proposed a two-layer network wherein miRNA-initiated regulation was mediated and propagated through the miRNAs' targeted transcription factors. We investigated whether the miRNAs had indirectly, through their transcription factors, led to the observed transcriptomic plasticity. We first filtered the transcription factors from the arrayed gene list according to the GO annotation. We treated the genes with any one of the GO terms, "DNA binding", "transcription factor activity", "transcription activator activity" or "transcription repressor activity", as putative transcription factors. Accordingly, we predicted 796 TF-coding genes among the 7356 protein-coding genes. 

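A list of transcription factor families, taken by gene symbol and not by GO term, held 517 of the 8793 genes on the array, and 291 of these were kept by the filter on low signal. Among the 291, 9 had a signal at least 2-fold higher and 7 at least 2-fold lower on cold 2 than on normal 2, and 15 were higher and 13 lower by that much on cold 1 than on normal 1. Their median log2 ratio was 0.08 in set 2 and 0.04 in set 1. In the labelled comparison, 0 of the 291 passed an adjusted p of 0.05 from limma, over all probe sets or adjusted over the list alone.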

Notably, only 46 of these TFs showed differential expression in cold acclimation, and they were significantly underrepresented in the differential expressed gene list (46 out of 626 differential genes versus 796 TFs in the 7356 arrayed genes, Fisher's exact test: P < 0.01). 

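Of the 517 genes of the transcription factor families, 26 (5.03%) are in the paper's Table S2, against 565 of 8276 other genes (6.83%). The odds ratio was 0.723 (p = 0.12, two-sided Fisher's exact test). Among the genes kept by the filter on low signal, 22 of 291 transcription factor genes (7.56%) and 495 of 5691 other genes (8.70%) are in the table, with an odds ratio of 0.858 (p = 0.59, Fisher's exact test). Of these 22, 16 are raised and 6 lowered in the table. They include klf6a, with signals of 856 on normal 1, 391 on cold 1, 371 on normal 2 and 717 on cold 2, and nrf1, a factor of mitochondrial and respiratory genes, with 510, 277, 262 and 653. Among the lowered genes, usf1 had 76.2, 249, 186 and 69.0, and lmo2, a cofactor of blood and vessel formation, had 69.7, 137, 151 and 77.3. These members were chosen after their values were seen. The table was made by the study, and families taken by symbol need not match the paper's GO terms, so the shares are not those of the paper. From the smaller share of its own transcription factors among the differential genes, the paper concludes that they were underrepresented.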

Among the differential TF genes, only 6 were predicted to be the targets of 5 differential miRNAs (the ◆-▲ pair in Figure 6). Of the 6 TFs, 3 showed coherent regulatory direction with their respective miRNA partners (miR_13→*emx2*; dre-mir-183-5p→*ikzf5*; miR_46, miR_48→*h3f3c. *see Figure 6). 

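The homeobox gene emx2, which patterns the forebrain, had a signal of 309 on normal 1, 271 on cold 1, 243 on normal 2 and 294 on cold 2. The signal on cold 2 was 1.21-fold that on normal 2, and the signal on cold 1 was 0.877-fold that on normal 1. Between the labelled conditions, the log2 fold change was 0.04 (standard error 0.38, adjusted p = 1.00 from limma), smaller than the spread between arrays of the same label.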

Given that the gene *emx2 *represented slightly up-regulatoin (fold-change: 1.214; q-value: 4.376%) under cold-acclimated condition, we speculate that it was not a driven gene responsible for the changed mRNA expression pattern. There is no evidence that the *ikzf5 *(fold-change: 1.994; q-value: 0) and *h3f3c *(fold-change: 2.245; q-value: 2.144%) are related to stress response when we examined their annotations in multiple databases and in the literature. Additionally, almost no differential TF-coding genes were targeted by differential miRNAs. 

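The zinc finger gene ikzf5, of the Ikaros family, had a signal of 581 on normal 1, 296 on cold 1, 284 on normal 2 and 617 on cold 2, or 2.17-fold the normal signal in set 2 and 0.509-fold in set 1. Its log2 fold change with the labels as given was 0.07 (standard error 0.56, adjusted p = 1.00 from limma). The histone H3.3 gene h3f3c had a signal of 1048, 2046, 1834 and 644 on the same arrays, or 0.351-fold the normal signal in set 2 and 1.95-fold in set 1. Its log2 fold change was -0.27 (standard error 0.61, adjusted p = 1.00 from limma). The paper's Table S2 lists it with a fold change of 0.445, a lower level in cold. Neither difference is larger than the spread between arrays of the same label.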

Taken together, we conclude that the mRNA phenotypic plasticity seen under the cold environment was not dominantly modulated by miRNAs, even if these factors were directly or indirectly mediated by transcriptional factors.

## Discussion

The repertoires of miRNAs have been constantly revised and updated with the advance of *in silico *prediction methods and more intensive cloning and sequencing efforts in broader tissues and developmental stages. The number of unique, mature human miRNAs is now up to 1223 in the miRBase database (version 16). In contrast, there are only 214 mature miRNAs now registered for zebrafish. This relatively low number could be the result of genomic between-species differences or incomplete miRNA identification in zebrafish. By Solexa sequencing, we comprehensively profiled the miRNA repertoire in the zebrafish brain. The number of predicted miRNAs in this tissue reached 700 (574 in high-stringency criteria) in this study and greatly expanded the miRNAome in zebrafish. Of note is that the expression levels of the newly identified miRNAs in the zebrafish brain are mostly low. The authenticity of these newly identified miRNAs remains to be further investigated to determine their biological functions. However, a population analysis on 7 randomly selected novel miRNAs currently carried out in the laboratory showed that almost half of them are subjected to purified selection suggesting that many newly identified miRNAs may have high potentials to be functional *in vivo *despite their low expression levels. It is possible that some of these newly identified, low-expressed miRNAs could be expressed at higher levels in tissues other than the brain and play roles in gene regulation. The miRNAome of the zebrafish is much larger than those of the lower chordates such as the amphioxus species, which had been determined by small RNA library sequencing [59] and solexa sequencing [13]. This suggests the expansion of the miRNA regulome in the evolution of vertebrates.

To study the function of the miRNAome in environmental adaptation, we designed the cold-acclimation experiments in this study. We profiled both the miRNAome and the transcriptome of the brain under low- and normal-temperature conditions. We adopted four approaches to examine how miRNAs, either individually or globally, could have influenced the transcriptomic plasticity under cold conditions. Using statistical methods we first examined the potential effects of individual miRNAs on gene expression patterns. We found one or two miRNAs exhibiting regulation signatures on mRNA expression based on enrichment/depletion analysis of target genes among the differential gene set. However, we argue that these miRNAs are unlikely to have been responsible for the different expression patterns after further investigation of their expression levels. Our results show that at the individual level, the miRNAs were not a main factor shaping the mRNA expression patterns observed under the cold-acclimated conditions. We then attempted to clarify whether the cold-stress response of mRNA expression is governed by miRNAs indirectly and is mediated by TFs. TF-mediated transcriptional regulation is thought to be stronger than the post-transcriptional regulation usually mediated by miRNAs [60]. For this purpose, we assigned a set of TFs according the GO annotation and found that TFs were significantly underrepresented in the differential protein-coding genes; there were only 6 TFs targeted by differential miRNAs. Again, our results suggest that there is hardly any influence from miRNAs on the changed mRNA expression patterns. A recent study by Nunez-lglesias *et al. *[50] suggested that a subtle regulation relationship between miRNAs and their targets can be observed in the global miRNAs-mRNA network using more sensitive experimental designs and a systems biology approach. Aiming to discern the subtle regulatory effects, we employed a novel network-based analysis. We found that the miRNA-mRNA network (formed by the regulatory relationship between differential miRNAs and differential mRNAs) does not possess a significantly higher percentage of coherent edges than the random expectation. Furthermore, this regulatory network consists of only 3 pairs of coherent edges between miRNAs and TF genes. Therefore, our data also rule out the possibility that miRNAs as major factors indirectly modulate mRNA expression in the brain of cold-acclimated zebrafish. One might argue that many TFs are often expressed in low abundance and that some of them might go beyond the detective sensitivity of the current Affymetrix array screening methodology, causing the observed underrepresentation of the TFs in the differential gene set. This situation might eventually lead to incomplete evaluation of the regulatory effects of miRNAs on the transcriptome. To evaluate this possibility, we calculated the mean expression level of the 796 predicted TFs and the non-TF genes in the array. 

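Genes of transcription factor families, taken here by symbol, had a lower signal than other genes over all genes and outside Table S2. Within Table S2 the medians were close. Among genes outside the paper's Table S2, the median of the mean log2 signal over the 4 arrays was 6.39 for 491 genes of transcription factor families (quartiles 5.65 and 7.72) and 6.97 for 7711 other genes (quartiles 5.91 and 8.43). Among genes of Table S2, the median was 7.91 for 26 transcription factor genes (quartiles 6.84 and 8.68) and 7.99 for 565 other genes (quartiles 6.90 and 9.31). Over all genes, the medians were 6.44 for 517 transcription factor genes and 7.05 for 8276 other genes. These levels do not depend on which arrays were normal or cold. Each gene was taken at its probe set with the highest mean signal, and no test was made, since genes are not replicates.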

As seen from figure 7, though the TFs showed slightly lower average expression levels than the non-TF genes, the distribution pattern of expression intensity for TFs as compared with non-TFs within the differential genes is very similar as that within the whole set of the arrayed genes, indicating that the relatively low expression of TFs did not hinder the screening of the differential TF genes in this study. Evidence from various developmental biology studies has been continuing emerged favoring the hypothesis that miRNAs are capable of imparting robustness on gene regulation networks that involve several classes of recurrent circuits composed of miRNAs and their corresponding targets [61]. For example, a study by Hilgers *et al. *[62] revealed that miR-263a/b plays an important role in protecting *Drosophila *mechanosensory bristles from apoptosis and ensures the developmental robustness of this organ. In our study, we found miRNAs are minor factors in transcriptome changes in the cold acclimated zebrafish brain. This difference may reflect that miRNAs in animal brains act more as developmental regulators than adaptability regulators.

**Figure 7:**
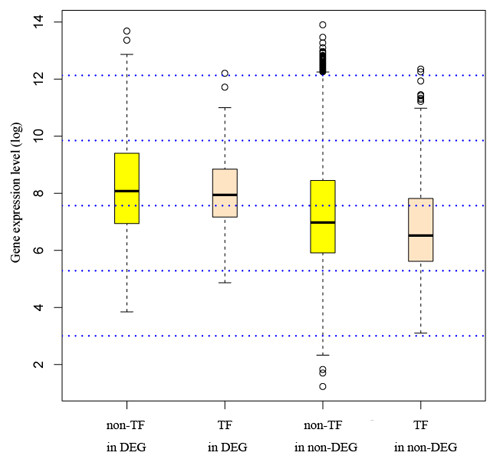
**The expression pattern of TFs and non-TFs within differential or non-differential gene sets**. The boxplot shows that the TFs expressed at a slightly lower level than the non-TFs. However, the expression pattern for TFs as compared to non-TFs within the differential genes is very similar as that within the whole set of the arrayed genes, indicating that the relatively low expression of TFs did not influence the screening of the differential TF genes in this study. DEG: differential genes; non-DEG: non-differential genes.

Thermally invoked responses can be generally classified as cellular stress responses, homeostatic responses or body remodeling-related responses that correspond to short-term, mid-term or long-term acclimation processes, respectively [63-65]. Our samples were taken after 10-day cold acclimation, which can be classified as mid-term acclimation. We reason that the current results reflect only the gene regulatory patterns of the zebrafish brain at this temporal scale of acclimation. The involvement of miRNAs as a pivotal regulator in an earlier or later cold adaptation phase remains to be further investigated.

Persistent efforts have identified and characterized some cold stress-induced protein-coding genes [66,67]; among them, *rbm3*, which encodes a glycine-rich RNA binding protein, has been suggested to regulate global protein synthesis by affecting miRNA expression levels [68]. In the present study, we also observed two homologous genes in zebrafish, *cirbp *(fold-change: 2.244; q-value: 0) and *zgc:112425 *(fold-change: 1.961; q-value: 1.598%), with significantly up-regulated expression levels under cold-acclimated condition.

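The gene cirbp (cirbpb in the current gene table) encodes a cold-inducible RNA-binding protein. Its signal was 6741 on normal 1, 3258 on cold 1, 2853 on normal 2 and 7027 on cold 2. This is 2.46-fold the normal signal on cold 2 and 0.483-fold on cold 1. The related gene zgc:112425, now named cirbpa, had a signal of 8285, 4138, 4591 and 7306 on the same arrays, which is 1.59-fold on cold 2 and 0.499-fold on cold 1. As labelled, the log2 fold change was 0.13 for cirbp (standard error 0.50, adjusted p = 1.00 from limma) and -0.17 for zgc:112425 (standard error 0.37, adjusted p = 1.00 from limma). For both genes the difference between the conditions was smaller than the spread between arrays of the same label.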

Lopez-Maury *et al. *[69] have pointed out that post-transcriptional regulatory mechanisms, compared to transcriptional mechanisms, are largely unknown under stress conditions. To our knowledge, there are few studies jointly analyzing miRNAs and mRNA profiles to explore the roles of miRNAs on the cold adaptation of fish. Such a study would extend our understanding of miRNAs and environmental adaptation and undoubtedly lead to a more challenging and interesting question: whether and how miRNAs have integrated into cold-adaptive processes and contributed to the unique physiology of fishes endemic to extreme temperature conditions.

## Conclusions

In this study, we systematically characterized the miRNAome of zebrafish brain under normal and cold-acclimated conditions using Solexa sequencing. Our data has greatly extended the zebrafish miRNAs repertory from the 214 unique, mature miRNAs (miRBase databse, release 16 version) to more than 574 ones. Besides, our results showed that the miRNAs, either individually or together, either directly or indirectly play only a minor role in transcriptomic plasticity during cold acclimation in the zebrafish brain, suggesting that the cold-stress response of mRNA expression may be governed mainly through regulatory modes other than post-transcriptional regulation by miRNAs. MiRNAs in animal brains may act more as developmental regulators than thermal adaptability regulators.

## Methods

### Zebrafish treatment and brain RNA preparation

Adult zebrafish (*Danio rerio*) were alternatively divided into two groups: a control group and an experimental group. In each group, the sex ratio was 1:1. The control group was raised under the normal laboratory breeding temperature (28°C), and the experimental group was subjected to cold (10°C) stress. An abrupt transfer of zebrafish from normal to cold (10°C) environments will cause most of them to die. To prevent this, the temperature of the cold group was decreased from 28°C to 10°C at a rate of one degree per hour. After 10 days of cold adaption, the brains of the zebrafish were dissected, and total RNAs were extracted from these brains using the total RNA isolation kit (Promega, Madison, USA). All experimental research on animals was conducted with the approval of the Animal Research Ethics Committee of our institute.

### Microarray profile

To evaluate the genome-wide change of gene transcription in cold stress, we performed hybridization analysis using the Zebrafish Genome Array (Affymetrix) as previously described [70]. Briefly, mRNAs were isolated from 10 μg of total RNAs derived from pooled zebrafish brains of acclimated and control samples using the Eukaryotic Poly-A RNA Control Kit (Affymetrix) in an RNase-free environment. Subsequently, mRNAs were subjected to double-strand cDNA synthesis using a one-cycle cDNA synthesis kit (Affymetrix). The resulting double-strand cDNAs were *in vitro *transcribed into biotin-labeling cRNAs using the IVT Labeling kit (Affymetrix). After that, biotin-labeling cRNAs were fragmented by heating and hybridized with the Affymetrix Zebrafish Genome Arrays. Finally, the signal intensity of the chip was scanned using the Gene Chip Scanner 3000 (Affymetrix) and analyzed with the Gene Chip Operating Software (Affymetrix). The data derived from the genome-wide expressional analysis was deposited in the GEO bank with the accession number **GSE32092**.

### Small-RNA deep sequencing

For small-RNA Solexa sequencing, 20 μg of total RNAs were subjected to electrophoresis on a polyacrylamide gel under denaturing conditions. The small RNAs ranging from 18-30 nt were excised and purified. The resulting small RNAs were sequentially ligated to a 5' adaptor and a 3' adaptor. The products were then reverse transcribed (RT) and amplified by polymerase chain reaction (PCR). The RT-PCR products of approximately 90 bp (small RNA + adaptors) were isolated and subjected to sequencing analysis using the Illumina Genome Analyzer (Illumina, San Diego, USA) according to the manufacturer's instructions.

### MiRNA identification and annotation

High-quality, small-RNA reads larger than 18 nt were extracted from raw reads and mapped to zebrafish genome sequences (Danio_rerio.Zv8.56.dna.toplevel.fa.gz) using SOAP2 [37]. The miRNAs and their precursor structures were predicted by MIREAP (https://sourceforge.net/projects/mireap/) under the default settings using the perfect-matched reads. Like the miRDeep software [39], MIREAP integrates miRNA biogenesis, sequencing depth and structural features to identify miRNAs and further interrogate their expression level from deep sequenced small RNA libraries. Stem-loop hairpins were retained only when they comply with: 1) the mature miRNAs-associated reads are mapped in the arm region of the precursors; 2) the free energy of the secondary structure calculated by RNAfold [71] is lower than -18 kcal/mol. In detail, the potential mature miRNA is defined as the most abundant read sequence that aligns to the potential precursor sequence; the expression level of a miRNA is then specified as the sum of an ensemble of reads that align with the potential mature molecules, allowing three nucleotides sliding beyond the position of the potential mature miRNA at the 5' end. We then performed blast analyses on the predicted miRNAs precursors and mature miRNAs against sequences deposited in the miRBase (release 16) database to annotate these miRNAs. Novel miRNAs were further tagged as "exon-derived", "intron-derived" or "intergenic" miRNAs according to the loci of their precursors on the genome. In addition, MiPred [41] was used to distinguish between genuine and pseudo miRNA precursors. This software incorporates the local, contiguous structure-sequence composition and the minimum free energy (MFE) of the secondary structure to eliminate potential false positive predictions.

### Frequency-based small-RNA reads clustering

Following the method proposed by Qu *et al*. [43], the raw reads were clustered according to their read numbers. After clustering, the accuracy of mapping short reads can be improved.

### Gene expression validation by q RT-PCR analysis

Total RNA (8 μg) from the cold and normal fishes was respectively reverse transcribed by Takara PrimeScript RT-PCR Kit (Takara, CN) with OligodT primers, according to the protocol the manufacturer recommended. Another 4 μg total RNA from the two treatments was used for small RNA (< 200 bp) isolation by Ambion mirVana miRNA Isolation Kit. Poly (A) tail was added to the small RNAs by Ambion Poly (A) Polymerase (Ambion, CN). 2 pairs of primers for each selected gene or miRNA were designed and tested for amplification efficacy and specificity by agarose electrophoretic analysis of the PCR products. The primer pair with the best specificity was selected for further use in q-PCR. Q-PCR was run by using the SYBR RT-PCR kit in a Bio-rad CFX 96 (Bio-rad) machine and results were analyzed by the CFX Manager software. The PCR thermal cycling was performed using 45 cycles of 95°C for 15 seconds, 72°C for 30 seconds and 60°C for 30 seconds. The PCR reaction for each gene was performed in triplet with either the housekeeping gene Beta-actin (for arrayed genes) or U6 RNA (for miRNAs) as control.

### Word enrichment/depletion in 3' UTR

The mRNAs were sorted according to their significance of expression levels and their corresponding 3' UTRs. The longest sequences were retrieved from the Ensembl website using Biomart tools [49]. The word enrichment/depletion patterns of these genes were generated by Sylamer [53].

### Regulatory effect score

The regulatory effect score (RE score) was defined as the inhibitory effect of a miRNA on the mRNAs in a sample, according to the average difference in expression of its target versus non-target mRNAs [52]. For each miRNA, we first calculated the rank-based RE score for every sample and then compared the difference between the normal and cold-acclimated groups using a two-sample t-test. The FDR values were calculated using the R multtest [72] package.

### GO enrichment test

For the list of mRNAs, we tested whether each had enriched GO terms in biological processes and molecular functions using the GO:TermFinder package [46]. The GO annotation file was downloaded from http://zfin.org/zf_info/downloads.html#go/on January 29, 2010. The GO ontology file was downloaded from http://www.geneontology.org/ on January 23, 2008.

### miRNA target predictions

Currently, there are several popular tools for predicting miRNA targets, including PITA [45], PicTar [73], miRanda [51], mirWIP [74] and TargetScan [75]. These tools can be generally divided into two classes, methods that integrate the information of sequence conservation across multiple genomes and those that do not take this into account. Because of the limited genome data for zebrafish relatives, we predicted the miRNA targets by two methods, PITA and miRanda, independently. PITA scores the miRNA-target interactions based on a thermodynamic model. A salient feature of this program is that it considers the site accessibility of the surrounding mRNA sequence but disregards sequence conservation between genomes. Thus, non-conserved or even species-specific target genes could be identified using this method. For each miRNA, the target genes are defined as those predicted to contain at least one binding site (△△G ≤ -10) at their 3' UTR. We also ran miRanda (August 2010 Release) to predict the target genes with default parameters except that the energy parameter is set to -20.

### Network analysis

The miRNA-mRNA relationship is modeled as a bipartite where an edge links a miRNA and an mRNA with a predicted binding site in its 3' UTR corresponding to the miRNA. We defined coherent and incoherent edges as those for which their associated miRNAs and mRNAs represented the opposite and parallel expression change under cold stress, respectively. We then calculated a regulatory density (RD) for a group of miRNAs and mRNAs within a network according to the following formula:

(1) RD=(#CE-#IE)∕(#CE+#IE),

where #CE (#IE) denotes the number of coherent (incoherent) edges.

To estimate the significance of the observed RE, we generated 1,000 cohorts of random networks and recalculated the RE by shuffling the original network while keeping the degree preservation according to the published method [76].

## Authors' contributions

RY, ZD and LC conceived of and designed the study; ZD and SC performed the experiments; RY analyzed the data; RY and LC wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1. List of 525 newly identified zebrafish miRNAs**. Click here for file

Additional file 2 **Figure S1. Scatter plot shows a high degree of consistency between miReap and miRDeep on miRNA identification**. Click here for file

Additional file 3 **Data S1. Newly identified miRNAs and their precursors in normal zebrafish brain**. The predicted secondary structures (bracketed notations) were produced by miRDeep2. The reads that were mapped to the precursors are aligned below, with the number of reads shown on the left. Click here for file

Additional file 4 **Data S2. Newly identified miRNAs and their precursors in cold-acclimated zebrafish brain**. The method used here is the same as stated in Additional file 3. Click here for file

Additional file 5 **RT-PCR verification of newly identified miRNAs**. Click here for file

Additional file 6 **Figure S2. The same pattern holds for miRNA species and expression levels with or without frequency-based reads clustering**. Click here for file

Additional file 7 **Table S2. List of significantly up- or down-regulated genes**. Genes with 2-fold changes are highlighted. Genes in red and blue are up- and down-regulated genes under the cold-acclimated condition. Click here for file

Additional file 8 **Table S3. List of miRNA-target pairs predicted by PITA. Table S4. List of miRNA-target pairs predicted by miRanda. Table S5. List of miRNA-target pairs predicted by PITA and miRanda. Table S6. Summary of target overlap between PITA and miRanda**. Click here for file

Additional file 9 **Figure S3. Histogram showing the distribution of miRNA targets commonly predicted by PITA and miRanda**. 370 miRNAs were counted, each of which targeted more than 10 genes by whatever prediction methods used. The degree of overlap is calculated as the ratio of the number of shared targets to the minimal value of the number of targets predicted by PITA and miRanda, separately. Click here for file

Additional file 10 **Figure S4. Graphic illustration of the regulatory relationship between the differential miRNAs and mRNAs as predicted by miRanda**. The style of this graph is the same as Figure 6. Click here for file

# Supplementary material for: MicroRNA-mediated gene regulation plays a minor role in the transcriptomic plasticity of cold-acclimated Zebrafish brain tissue
**Source:** BMC Genomics. 2011 Dec 14;12:605. doi: 10.1186/1471-2164-12-605
**Supplement:** Additional file 5 — RT-PCR verification of newly identified miRNAs.

**
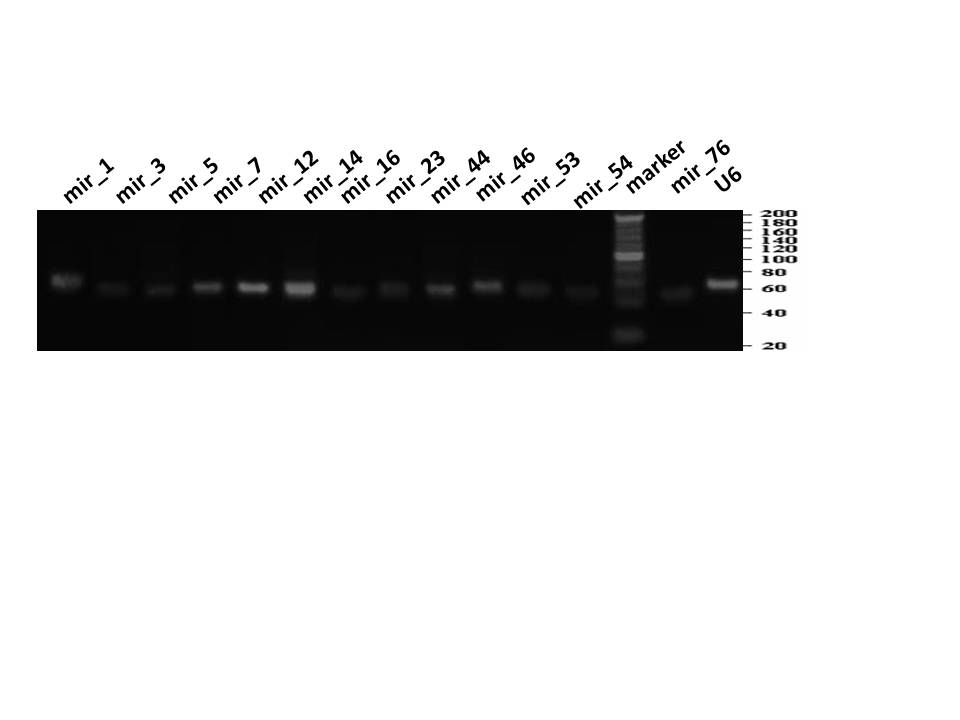
**

**RT-PCR verification of newly identified miRNAs.** Small RNAs (<200bp) were isolated from the total RNAs of zebrafish brain by mirVanaTM miRNA Isolation kit (Ambion，CA, USA), PolyA tail was added to the small RNAs using the Poly(A) Polymerase (PAP) enzyme and ATP. The RNAs were then reverse transcribed using a special oligo dT primer (5’-ATTCTAGAGGCCGAGGCGGCCGACATGT24VN-3’). PCR was performed 35 cycles at 95℃ for 30 seconds, 54℃ for 30 seconds and 72℃ for 45 seconds by using the selected 13 miRNA sequences (see the following table) as the upstream primer paired with the oligo dT primer as the downstream primer. The PCR products were run on a 4% agarose gel and photographed. In addition, the PCR products were also cloned into a TA cloning vector pMD18-T (Takara, CA, USA) and sequenced. All of the PCR products exhibited the correct miRNA-polyA-tail organization. These results indicate that the novel miRNAs we predicted were truly expressed as mature miRNAs in the Zebrafish brain. Note that the band labeled “U6” is 60 bp.

Thirteen miRNAs (out of the 399 miRNAs newly predicted) expressed at various levels were selected for verification. The following table lists their sequences and associated expression levels.

| **miRNA ID** | **MiR sequence** | **#cold-acclimated** | **#normal** |
| --- | --- | --- | --- |
| miR_1 | TACACGAGAACACCAGGACACA | 80614 | 26915 |
| miR_3 | ATGACTCAAACCCGAGGACTT | 1279 | 1618 |
| miR_5 | GCATTGGTGGTTCAGTGGGA | 698 | 1247 |
| miR_7 | TGACTCAAACCCGAGGACTCG | 879 | 850 |
| miR_12 | ATGACTCAAACCCGAAGACT | 134 | 198 |
| miR_14 | ACCTGTAACCATTGACTTCCAT | 308 | 170 |
| miR_16 | AAAGCGTACCAAACCGAA | 363 | 141 |
| miR_23 | AGCTGGTGTCCTGCAGAGTTT | 345 | 85 |
| miR_44 | ATCACTGAGCTGATGGAGAC | 85 | 33 |
| miR_46 | AAGAGAAGAGTGAGCGAGTGA | 149 | 32 |
| miR_53 | AACACGGCTAGTGACTGGTCAA | 55 | 27 |
| miR_54 | TGGAAGTCAATGGTAACCAGTT | 84 | 27 |
| miR_76 | ATGACTCAAACCCGATGACTT | 1 | 17 |

How the deposited data were processed for this re-analysis (not part of the article)

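The study measured gene expression in brains of zebrafish kept at 28°C and of zebrafish held at 10°C for 10 days, on 1-colour Affymetrix Zebrafish Genome Arrays hybridized with RNA pooled from several brains. Values of 4 arrays were analysed, normal 1 and normal 2, and cold 1 and cold 2, grouped by their labels. A further set of RNA samples in the paper's text was not analysed here. Whether the numbers 1 and 2 mark an acclimation experiment is not given in the sources used here, so p-values measure the spread between these pools, some of which may be technical.

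The authors scanned the arrays, computed signals with Affymetrix software, named as MAS5 in the submitters' processing notes with no version, and deposited 1 intensity per probe set on a linear scale. The scaling target, detection calls and any filter on the deposited intensity are not given in the sources used here. Since the scaling is global, a change of most transcripts in 1 direction would not be seen. The means of the signals trimmed by 2% at each end were 242 on normal 1, 255 on cold 1, 249 on normal 2 and 251 on cold 2, under the ratio of 1.2 beyond which arrays would have been centred. Every sample column of the table was used.

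From the deposited intensity, log2 values were computed, control probe sets were left out, and probe sets with a mean log2 signal at or above the 40th percentile over the 4 arrays were kept, 9301 of 15502. Conditions were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend, unpaired), with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene symbols came from the platform annotation of the array and were updated through a current gene table of assembly GRCz12tu, used for names only. It held the gene of 10711 of the 10795 probe sets with 1 symbol. For lists, each gene was taken at its kept probe set with the highest mean signal. A SAM-type statistic was written for this work after the paper's description and called at an estimated false discovery rate of 5% over all relabellings. Simulated arrays had 9301 probe sets, the spread as smoothed across probe sets by limma, and noise drawn separately for each probe set. In them limma recovered 10%, 78%, 100.0% and 98% of 50 probe sets each at log2 changes of 1, 2, 3 and 4, all present in the same arrays. There were 8 false calls.

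In all, 38 gene lists of pathways, cell types and complexes were written before the data were examined, but after Table S2 of the paper had been read. The limma, camera and fry tests, the alternatives and the rule for named genes were set at the same time. The Fisher tests against Table S2 and the percentiles among random lists were not in that plan. Nor was the list that pools the 4 lists of mRNA processing. The planned Fisher test of transcription factors was on genes called here, not on Table S2. Lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry. List members are matched by symbol. They were at first also matched by older synonyms, which was dropped after 2 wrong members had been seen, and the call count of the lists was 4 both ways. The rule named 9 genes of the paper at the probe set of Table S2, the 10 probe sets per direction with the smallest p where none passed the threshold, and up to 4 members per list. Since no probe set passed, members of lists were mostly chosen after their values were seen.

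Since the label of the arrays and their similarity disagree, no sample was regrouped. Each gene is given per array and as the ratio of the array labelled cold to the array labelled normal with the same number. A set holds 1 array per condition, so its ratio has no replicate and no p-value, and lists within a set are given as the percentile of their median among 10000 random lists of the same size matched on mean signal. Overlaps of lists with Table S2 were tested with Fisher's exact test (scipy 1.17.1). The copy of Table S2 that was read holds 626 genes. The table of predicted miRNA targets was held only in part and was not used, and miRNA reads were not analysed here. A test of miRNA seed matches in 3 prime UTRs, planned before the data were examined, needs a genome that was not used here and was not run. Alternatives were quantile normalization, median centring, log2 of the signal plus 16, no filter, a filter at the 60th percentile, no variance trend, the replicate number as a block, leaving out each array in turn, SAM and counting by gene. The closing section gives their effect.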

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

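All tests and genes in this part were chosen after the result was seen.

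The ratios of labelled cold over labelled normal ran in opposite directions in set 1 and set 2, with Pearson's r of -0.63 across 9301 probe sets, which are not independent replicates. The difference between the sets was not tested, because each holds 1 array per condition. Outside Table S2, 444 kept probe sets differed by at least 2-fold in set 2, and 401 of them (90.3%) had the opposite sign in set 1. Within each of 10 bins of probe sets of like mean signal, r lay between -0.70 and -0.52, which argues against a difference in brightness between arrays that depends on signal alone. Opposite responses from 1 baseline cannot be told apart from other causes. Such a baseline would leave noise and any difference between the sets between normal 1 and normal 2. Outside Table S2, their difference had a correlation of 0.20 with cold 2 minus cold 1. Normal 1 and normal 2 were the farthest apart of all pairs there (1199 probe sets at least 2-fold different). The distance goes against such a baseline, though a difference between the sets may add to it, and the correlation is too weak to decide. Each normal group of a set is a single array, so the spread of these values is not known. Normal and cold labels exchanged within 1 set also cannot be told apart. The opposite signs outside Table S2 (90.3%) go with an exchange. So does cold 1, which lay nearest to normal 2 there (258 probe sets at least 2-fold different, against 938 from cold 2). Cold 2 lay nearer to normal 2 (444) than to normal 1 (664). Cold 2 and normal 2 share a number, which the control transcripts added during processing followed. A difference between the sets could give this order under an exchange too, so the order does not decide. At all 626 genes of Table S2 set 1 ran opposite to the table. Pearson's r with the paper's log2 fold change was -0.98 in set 1 and 0.98 in set 2. The published folds thus do not follow set 1 as labelled. A reversed sign of the whole table would not remove this, since set 2 as labelled would then be opposite at all 626 genes. These genes may have been chosen on these arrays, so they do not settle which labels are right. The RT-qPCR of Figure 4 is a separate measurement and runs with set 2 for each gene the paper tested, which does not settle the labels of single arrays, since the paper does not name the RNA pools it used. A difference between the fish of the sets at baseline was not tested.

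Genes of skeletal muscle stood out on the array labelled cold 1 and the paper does not discuss them. Their median was 2.04 above the mean of the other arrays on the log2 scale, and 9 of 14 were at least 2-fold above, such as pvalb2 (signals of 76.1 on normal 1, 1527 on cold 1, 81.2 on normal 2 and 108 on cold 2), ckma (144, 563, 152 and 163), mylpfa (127, 541, 82.6 and 89.3) and tnnt3b (79.2, 481, 93.2 and 98.2). A response to cold in both sets is argued against by cold 2, where the median was 0.0547 above both normal arrays (SD 0.37 over the genes). Muscle tissue in the RNA of 1 pool cannot be told apart from other causes: those 9 of 14 genes go with it, but the skeletal actin gene acta1a (106, 89.2, 121 and 115) and the muscle calcium pump gene atp2a1 (117, 111, 102 and 141), both abundant in muscle, were not raised, and their signals near the array medians may not report their transcripts. None of the 14 genes is in Table S2.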

How the results depend on the processing

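The crossed pairing and the matching of list members through synonyms were chosen after seeing the data, and the other alternatives before. Counts of probe sets past an adjusted p of 0.05 from limma were 0 in both directions, with and without a 2-fold minimum, under quantile normalization, median centring, log2 of the signal plus 16, either filter, no variance trend, SAM, 1 probe set per gene and each array left out in turn, where the condition left with 1 array is assumed to vary like the other. At an unadjusted p under 0.05 there were 18 higher and 28 lower, and 204 and 150 without normal 2. With the replicate number as a block the count was 0 in each direction and 5 gene lists passed in place of 4. Same-numbered arrays deviated from their group means in opposite directions (r of -0.30), and with the crossed pairing as a block 1 probe set was higher, 1 by at least 2-fold and 0 lower. The share of Table S2 genes in the paper's direction was 28.9% of 539 genes and ranged from 0.742% without normal 2 to 97.8% without normal 1, being 93.5% without cold 1 and 1.48% without cold 2. The number of gene lists past an adjusted p of 0.05 from camera was 4, 2 with no filter, 0 with an estimated correlation, 0 with fry, and from 4 to 13 when an array was left out (13 without normal 1, 7 without normal 2 and 13 without cold 2), all at the preset correlation, while 0 lists passed with an estimated correlation whichever array was left out. Of the lists that passed with the labels as given, leaving out an array gave median log2 fold changes from 0.0547 (without cold 1) to 2.00 (without cold 2) for skeletal muscle, -0.11 (without cold 2) to -0.0058 (without cold 1) for ribosomal proteins, -0.073 (without normal 1) to 0.54 (without normal 2) for fatty acid oxidation and -0.49 (without cold 2) to 0.17 (without cold 1) for circadian genes. The direction from camera turned for fatty acid oxidation without normal 1 and for circadian genes without cold 1. Among lists that had not passed, it turned, with the list past 0.05, without normal 1 for the spliceosome core, proteasome, ribosome biogenesis and neuronal genes, and without cold 2 for oxidative phosphorylation, whose median was 0.03 with the labels as given. The medians of these lists ranged from -0.37 (without normal 2) to 0.28 (without normal 1) for the spliceosome core, -0.30 to 0.20 for the proteasome and -0.27 to 0.25 for ribosome biogenesis between the same arrays, from -0.18 (without normal 1) to 0.32 (without normal 2) for neuronal genes, and from -0.15 (without normal 1) to 0.19 (without cold 2) for oxidative phosphorylation. The cause was not tested. Of 81 named genes, 34 changed the sign of their log2 fold change without normal 1, 34 without cold 1, 19 without normal 2 and 19 without cold 2, and at most 2 under quantile normalization, median centring or the added 16, while none passed the threshold under any alternative set before the data were examined. With 0 calls under every alternative set before the data were examined, no share of transcription factors among called genes could be computed. The test of seed matches in 3 prime UTRs and its alternative with seed positions were not run. Signal over background limits the folds of genes with low signals, such as krt97 and mmp13a, since detection calls were not used.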

Differences from the paper's values

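The paper's counts at a 5% false discovery rate are 315 genes raised and 311 lowered, and 85 and 127 with over 2-fold change, where 0, 0, 0 and 0 were called here. The paper describes 3 sets of RNA samples and does not state how many arrays entered SAM. Counts here differ under every alternative set before the data were examined, the SAM statistic included. Table S2 as read holds 86 genes above 2-fold and 112 below 0.5, which are not the 85 and 127 of the paper's text. Of the 3 ways to split the 4 arrays into pairs, the labelled split called 0 probe sets with limma, replicate 1 against replicate 2 called 1, and normal 1 and cold 2 against cold 1 and normal 2 called 18. The last was computed after seeing the values, as a description of the samples. It restates that arrays with different labels and different numbers stood nearer than arrays with the same label, and is not separate support for a grouping. That split called 8 genes of Table S2 with limma and left 618 uncalled. With SAM it called 97 probe sets, 34 of them in Table S2, and left 592 uncalled. Only 539 of the 626 genes were kept by the signal filter, so the uncalled genes include some that were not tested.

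The fold changes of 8 of 9 genes differ by more than the replicate SD, the spread between arrays of the same label on the log2 scale. The paper's values are 2.244 for cirbp, 1.961 for zgc:112425, 1.214 for emx2, 1.994 for ikzf5, 4.26 for dazap2, 39.2 for mmp13a, 1.24 for taldo1 and 0.399 for plp1b, and the values here are 1.09, 0.891, 1.03, 1.05, 0.916, 1.51, 0.988 and 1.07 in the same order. For cirbp, emx2, ikzf5, dazap2, mmp13a, taldo1 and plp1b, the difference is less than the replicate SD without normal 1 and without cold 1, and in no other alternative set before the data were examined (quantile normalization, median centring, the added 16, either filter, no trend, the replicate block, without normal 2 and without cold 2). This SD was taken over all arrays and was not recomputed when an array was left out. Arrays of the same label disagree, which makes the SD wide. A difference below it therefore does not show that a value matches the paper's. For zgc:112425 the difference exceeds this SD in every alternative set before the data were examined. Taken by set, a reading chosen after seeing the values, cold over normal was 1.59 in set 2 and normal over cold was 2.00 in set 1 for zgc:112425, and 2.46 and 2.07 for cirbp. Each is 1 pair of arrays without a replicate, which cannot call a gene. For h3f3c the paper's 0.445 and the 0.828 found here differ by less than the replicate SD, which for the same reason does not show a match. They differ by more only without normal 2 and without cold 2. That 0.445 is from Table S2. The paper's text prints its inverse, a value above 1, as the fold change of this gene, and lists the gene as down-regulated where it describes the RT-qPCR.

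The paper finds mRNA processing enriched among its raised genes. With the labels as given, the spliceosome core passed neither way, and its call turned with the array left out, in alternatives set before the data were examined: its median log2 fold change was 0.28 without normal 1 (adjusted p = 9.4e-07 from camera) and 0.13 without cold 1 (adjusted p = 0.25), but -0.37 without normal 2 (adjusted p = 1.8e-05) and -0.09 without cold 2 (adjusted p = 0.013). These p are from camera at its preset correlation. With an estimated correlation the adjusted p was 0.77, 0.99, 0.72 and 0.90 in the same order, and no list passed. The paper reports cirbp and zgc:112425 as raised in cold, as they are in set 2 (2.46-fold and 1.59-fold) but not in set 1 (0.483-fold and 0.499-fold). The paper finds transcription factors underrepresented among its differential genes. By families taken from symbols, their share in Table S2 was lower with an odds ratio of 0.723 and p = 0.12 from Fisher's exact test.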

Other observations

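Several gene groups that the paper does not discuss had median log2 ratios of opposite sign in the sets, as did 69.6% of all 9301 probe sets. Ribosomal proteins (-0.10 in set 1 and -0.06 in set 2) and skeletal muscle genes (1.88 and 0.07) had the same sign in both. Of 13 measured markers of red blood cells, all 13 had opposite signs in the sets, with a median log2 ratio of 0.62 in set 1 and -0.85 in set 2. The carbonic anhydrase gene cahz had signals of 416 on normal 1, 1016 on cold 1, 1195 on normal 2 and 351 on cold 2. Oxidative phosphorylation (86 genes) had medians of 0.29 and -0.34, as for ndufb10 of complex I (1030, 1958, 1563 and 951). Neuronal markers (21 genes) had 0.39 and -0.30, cholesterol synthesis (10 genes) had 0.89 and -0.39, and ion channels (10 genes) had 0.43 and -0.61, among them the potassium channel gene kcnh2a (1048, 2860, 3201 and 1403). In the reverse order, genes of the proteasome (48 genes) had -0.48 and 0.38, ribosome biogenesis (55 genes) -0.39 and 0.39, and endoplasmic reticulum stress (25 genes) -0.35 and 0.60, among them the chaperone gene hspa5 (1636, 937, 995 and 1507). The desaturase gene fads2 had signals of 558, 2666, 2679 and 1644, and the transcription factor gene klf9 had 1215, 253, 352 and 1407. All of these genes were chosen after their values were seen, and no test was made within a set.

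Some transcripts were at unequal levels in the arrays labelled normal 1 and cold 1 beyond the difference seen in set 2. The inducible heat shock gene hsp70.3 had signals of 2068 on normal 1, 113 on cold 1, 262 on normal 2 and 570 on cold 2, and its partner dnajb1b had 609, 96.7, 125 and 193. Of the immediate early genes, which neurons switch on within minutes of activity, egr4 had 137, 1448, 695 and 367, egr1 had 76.5, 425, 433 and 241, and npas4a had 191, 1195, 1081 and 363. Of the circadian repressors, cry2 had 970, 105, 339 and 753, and ciarta had 790, 67.1, 366 and 918. These genes were chosen after their values were seen. The times of day at which the brains were taken are not given in the sources used here.

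With the labels as given, 4 of 36 gene lists passed an adjusted p of 0.05 from camera with its preset correlation. Skeletal muscle genes were higher (14 genes, median log2 fold change 0.84, adjusted p = 9.2e-07), ribosomal proteins lower (73 genes, -0.06, adjusted p = 0.00032), fatty acid oxidation higher (22 genes, 0.21, adjusted p = 0.031) and circadian genes lower (25 genes, -0.14, adjusted p = 0.031). The calls of the last lists were lost with no filter on low signal (adjusted p = 0.28 for both from camera) and with the filter at the 60th percentile (0.18 for fatty acid oxidation and 0.13 for circadian genes), where heat shock proteins and chaperones passed as lower (0.033). None passed with an estimated correlation (adjusted p = 0.99 for each). The skeletal muscle call rests on cold 1, without which the median was 0.05. The circadian list took in cryl1 by the form of its name, which is not a clock gene.

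Among the probe sets with the smallest p under the labels were genes with 1 direction in both sets. The keratin gene krt97 had signals of 44.7 on normal 1, 266 on cold 1, 64.1 on normal 2 and 338 on cold 2 (log2 fold change 2.49, standard error 0.34, adjusted p = 1.00 from limma). The keratin genes krt5 (114, 496, 249 and 914) and krt91 (54.8, 237, 112 and 367) and the retinol carrier gene rbp4 (2074, 2891, 1796 and 5160) also had a higher signal on each array labelled cold than on the normal array of its set. Lower signals on both arrays labelled cold were at snn (157, 73.0, 135 and 62.1), top1a (127, 72.3, 213 and 55.6), arl6 (243, 111, 205 and 81.9) and chd4b (252, 109, 279 and 149), with adjusted p = 1.00 from limma for each.

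Control transcripts added during processing followed the number of the arrays. The bacterial hybridization controls (18 probe sets) were lower on normal 2 than on normal 1 by a mean log2 difference of -0.35 and on cold 2 than on cold 1 by -0.51, against -0.03 between cold 1 and normal 1 and -0.19 between cold 2 and normal 2. The poly-A controls (24 probe sets) were higher by 0.56 on normal 2 than on normal 1 and by 0.45 on cold 2 than on cold 1, against 0.18 and 0.06 within the sets.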
